# Milk fat miRNome changes in response to LPS challenge in Holstein cows

**DOI:** 10.1186/s13567-023-01231-4

**Published:** 2023-11-22

**Authors:** Christine Leroux, Matteo Cuccato, Karol Pawłowski, Francesca Tiziana Cannizzo, Paola Sacchi, José A. A. Pires, Yannick Faulconnier

**Keywords:** miRNomes, milk fat, dairy cow, inflammation, LPS

## Abstract

Mastitis is an inflammatory disease in dairy cows, causing economic losses and reducing animal welfare. In order to contribute for the discovery of early and noninvasive indicators, our objective was to determine the effects of a lipopolysaccharide (LPS) challenge on the microRNA profile (miRNome) of milk fat, using microarray analyses in cows. Cows were fed a lactation diet at ad libitum intake (*n* = 6). At 27 ± 3 days in milk, cows were injected with 50 µg of LPS *Escherichia coli* in one healthy rear mammary quarter. Milk samples were collected just before LPS challenge (LPS−) and 6.5 h after LPS challenge (LPS +) from the same cows. Microarray analysis was performed using customized 8 × 60 K ruminant miRNA microarrays to compare LPS− to LPS + miRNome. In silico functional analyses were performed using OmicsNet and Mienturnet software. MiRNome comparison between LPS− and LPS + identified 37 differentially abundant miRNAs (q-value ≤ 0.05). The predicted target genes of the 37 differentially abundant miRNAs are mostly involved in cell life including apoptosis, cell cycle, proliferation and differentiation and in gene expression processes. MiRNome analyses suggest that miRNAs profile is related to the inflammation response of the mammary gland. In conclusion, we demonstrated that milk fat might be an easy and rapid source of miRNAs that are potential indicators of early mastitis in cows.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s13567-023-01231-4.

## Introduction

In dairy cows, mastitis is one of the most prevalent inflammatory diseases which affects animal health and welfare, and impacts profitability [1]. Dairy cows are particularly susceptible to mammary gland inflammation during early lactation [2]. In early lactation, cow health is impacted by many factors including metabolic stress, hypocalcemia, and metritis [3, 4] that influence immune function [5]. One aim of the One Health concept is to reduce the use of antibiotics, by prioritizing disease prevention, and promoting early detection. The identification of early indicators for rapid and accurate detection of mastitis could lead to earlier and more effective treatment allowing the animal to recover faster, and therefore reducing the associated economic losses. A better understanding of the molecular regulation of the mammary response to inflammation would allow the identification of such indicators. MicroRNAs (miRNAs) are small (18–25 nucleotides) non-coding RNAs and known to regulate many biological processes including those involved in immune system activity. During disease, differently expressed miRNAs are used as biomarkers of pathological condition [6]. Several studies on the effects of inflammation on miRNA profiles have been conducted to decipher the underlining molecular mechanisms of mastitis. For instance, in the bovine mammary gland tissue, 29 miRNAs were modulated during spontaneous mastitis [7]. Mastitis caused by *Staphylococcus aureus* [8] and *Streptococcus agalactiae* [9] modified the expression of 77 and 35 known miRNAs, respectively. Similarly, the miRNA profile of mammary glands infected by Gram-positive (*S. aureus*) and Gram-negative (*Escherichia coli*) bacteria showed a different response, with 82 and 108 differentially expressed miRNAs, respectively [10]. These studies provided evidence of inflammation effects on miRNA mammary expression. However, the use of mammary tissue biopsies to investigate these molecular regulations requires invasive procedures and is not suitable for large-scale studies. In contrast, liquid sampling is increasingly used as a noninvasive method for diagnosing diseases such as cancer [11, 12] or metabolic disorders [13]. The presence of miRNAs in milk offers a new opportunity to research their use in disease diagnostic [14]. Sun et al. [15] identified 14 known miRNAs differentially abundant in milk extracellular vesicles after *S. aureus* infection, and Lai et al. [16] detected 25 known miRNAs differentially abundant in whey milk of cows with mastitis. Milk fat (MF) globules, secreted by mammary epithelial cells, are abundant in milk and easy to obtain. During their secretion, MF globules load cytoplasmic crescents with miRNAs. Thus, MF is an easily accessible source of miRNAs [17, 18]. In addition, MF miRNomes were reported to portray mammary gland miRNomes more accurately than the other milk fractions [17, 18].

Early lactation cows experience negative energy balance and profound shifts in metabolic and hormonal status. This period is also characterized by increased risk of inflammatory diseases such as mastitis, and altered immune function [2, 19]. In addition, this period of negative energy balance influenced mammary gland gene expression, which may be related to affect the response to inflammation [20]. With the ultimate objective to explore the MF as a source of noninvasive biomarkers of mastitis in dairy cows, the aims of this study were: (1) to determine the effects of a lipopolysaccharide (LPS) challenge, used as a model of Gram-negative bacteria-associated mastitis, on the miRNome of MF; (2) to assess the potential biological functions of the differentially expressed miRNA.

## Materials and methods

### Experimental design: animals and sampling

Six multiparous Holstein cows from the experimental Herbipôle Unit of INRAE Research Center of Auvergne-Rhone-Alpes [21] with a lactation number ranging from 2 to 4 were used. The procedures were approved by the regional ethics committee on animal experimentation (APAFIS #2018062913565518).

Cows were allowed ad libitum intake of a lactation diet containing corn silage (29%, dry matter basis), corn (24.2%), grass silage (25.5%), soybean meal (16.9%) and a vitamin and mineral complement (0.9%). At 27 ± 3 days in milk, one healthy rear mammary quarter of all cows was injected with 50 µg of LPS *E. coli* 0111:B4; (LPS-EB Ultrapure, InvivoGen, San Diego, CA, USA) diluted in 10 mL of sterile saline CDM (Lavoisier, Paris, France) containing 0.5 mg/mL BSA cell culture grade, endotoxin-free, A9576, (Sigma-Aldrich, St. Louis, MO, USA), as described in Pires et al. [19]. Residual milk in mammary gland was collected after AM milking, just before infusion (LPS-) and the end of PM milking, corresponding to 6.5 h after LPS injection (LPS +). This sampling timeline was adopted to target the first step of inflammatory state. The effects of LPS were monitored to confirm the inflammation response of the mammary gland. The inflammation response to LPS was confirmed by multiple indicators, including increased rectal temperature, and milk somatic cell counts, selected milk cytokines, and decrease in milk yield, as previously reported [19].

### RNA preparation

Total RNA from residual milk samples, collected immediately after standard milking, was extracted as previously described [22]. Briefly, immediately after centrifugation at 2000 × *g* for 10 min at 4 °C of fresh residual milk samples, cells and cellular debris were on the bottom of the tubes, MF was collected on the top layer. One g of MF was mixed with 2.0 mL of TRIzol LS solution (Invitrogen Life Technologies Inc.), then 600 µL of chloroform were added before centrifugation at 12 000 × *g* for 20 min at 4 °C. The upper aqueous layer was precipitated using 500 µL of isopropanol overnight. The pellet obtained by centrifugation at 12 000 × *g* for 10 min at 4 °C was washed and RNA was dissolved in 50 μL of RNase-free water. RNAs were stored at − 80 °C until miRNA analyses.

### Microarray analyses

Customized 8 × 60K miRNA microarray (Agilent Technologies, Inc. Santa Clara, USA) were used. This microarray contained 786, 276 and 105 miRNAs from bovine, caprine and ovine sequences, respectively. 

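Of the 786 bovine miRNAs on the array, 283 were detected in milk fat on at least 1 of the 12 arrays and 503 on none. A set of 77 was detected on at least 6 arrays, and 0 on all 12. The caprine part held 276 names and the ovine part 105, which made 1167 names measured by 2561 probes. Of these names, 1007 had 2 probes, 93 had 3 and 67 had 4, and each probe was printed on 10 to 20 spots. Each array had 62976 spots, of which 46680 carried miRNA probes and 1000 were negative controls.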

All the sequences were spotted at least twice. Twelve microarrays were carried out. Total RNA (100 ng) was labelled with Cy3 using the one-color Quick Amp Labeling Kit (Agilent Technologies, Inc. Santa Clara, USA) and hybridized overnight to the microarrays using the High-RPM Gene Expression Hyb Kit (Agilent Technologies, Inc. Santa Clara, USA) following manufacturer’s instructions. After washing, microarrays were scanned using the Innoscan (Innopsys, France) and the resulting TIFF images were processed using Feature Extraction software Version 11 (Agilent Technologies, Inc. Santa Clara, USA). The data are accessible through the GEO series accession number GSE229476. Normalized data obtained with 75th percentile shift date from the microarray assay were analyzed using GeneSpring software (Agilent Technologies, Inc. Santa Clara, USA). We considered the *q*-value described as a powerful approach [23] to control the false discovery rate (FDR), which were obtained using the Storey method [24] with curve fitting model and considered significant at the FDR *q*-value ≤ 0.05.

### In silico functional analyses

In silico functional annotations of miRNAs and their predicted targets were performed using OmicsNet tools [25]. Due to the higher level of annotations in human than in bovine species, we used human tools with miRTarBase (V8.0) experimentally validated miRNA-gene interactions. OmicsNet analyses also identified functional biological categories related to differentially expressed miRNAs, using Panther Biological Processes database by selecting only validated miRNA-gene interactions. Then, we categorized and grouped manually biological processes. The gene lists were also filtered by previously obtained results using Mienturnet software [26]http://userver.bio.uniroma1.it/apps/mienturnet/. The potential miRNAs-genes networks were identified and visualized using Cytoscape (Version 3.8).

## Results

### Effects of LPS challenge on milk fat miRNomes

Before studying the effects of LPS on MF miRNomes, the effect of inflammation was confirmed by increased rectal temperature and, increased milk somatic cell counts. In addition, foremilk IL-8, IL-1β, TNF-α, and CXCL3 concentrations increased in response to LPS (Additional file 1) as previously reported [19, 20]. 

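MF miRNomes were measured on 12 single-colour arrays, with an array before (LPS-) and an array 6.5 h after (LPS+) injection of 50 µg of LPS for each of 6 cows, numbered 0036, 9066, 8027, 9040, 1076 and 1024. LPS is a component of the outer membrane of Gram-negative bacteria, and MF is the layer that rises when milk is centrifuged. The authors deposited the spot intensities of each array and a table of normalized log2 values of the same arrays. Here each spot's mean intensity less its local background, set to at least 1, was taken to log2 and averaged over the spots of a probe. These values were set relative to the array's 75th percentile over all 2561 probes and averaged over the probes of a miRNA. A probe counted as detected on an array when at least 50% of its spots exceeded the median of the negative control spots by 2.6 scaled median absolute deviations. LPS- arrays had 0 to 476 detected probes (median 338) and LPS+ arrays 21 to 318 (median 188.5). Cow 9040 had 0 detected probes on its LPS- array and 21 on its LPS+ array, and cow 8027 had 41 and 75. LPS status and slide coincided within every cow but 9066, and laser power differed with status in 4 of the 6 cows. The LPS- arrays of cows 0036, 9040, 1076 and 1024 shared slide 1, scanned at laser power 5. Their LPS+ arrays shared slide 2, scanned at laser power 10. Slide 3 held both arrays of cow 9066 and the LPS+ array of cow 8027, and slide 4 the LPS- array of cow 8027. The columns of the authors' table, log2 values centred per probe, matched the spot intensities of 11 of the 12 arrays. The LPS- column of cow 9066 did not (Pearson r = 0.55 with its own array and 0.98 with the LPS- array of cow 1076, across 2561 probes, which are not independent replicates). The spot intensities were used except where the authors' table is named, and the number of arrays limits the precision.

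**Figure D1:**
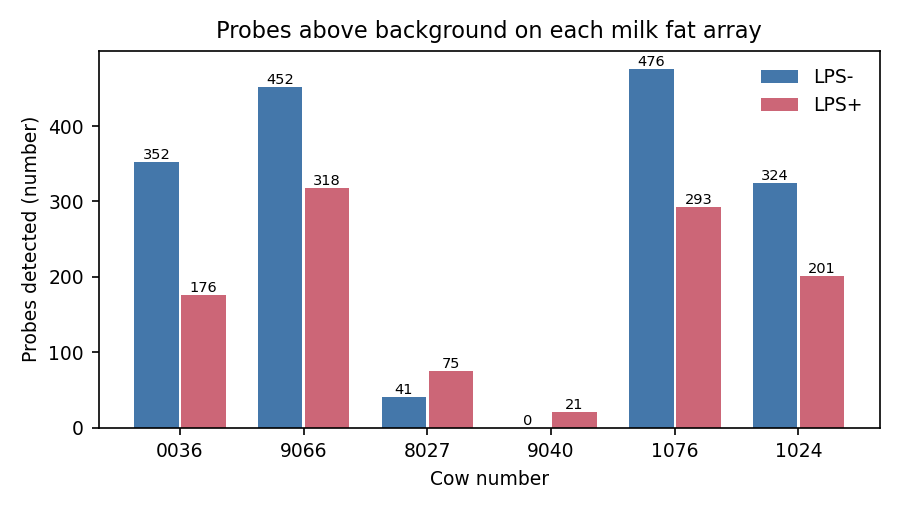
Number of probes detected on each array, by cow number (x axis) and LPS status (LPS- blue, LPS+ red), with the number above each bar. Cows 0036, 9066, 1076 and 1024 had fewer detected probes on LPS+ than on LPS- arrays, and cows 8027 and 9040 had at most 75 on any array.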

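None of the 77 bovine miRNAs detected on at least 6 arrays passed the test between LPS- and LPS+ MF. The smallest p belonged to miR-223, a miRNA of neutrophils and other myeloid cells, at 0.97 ± 0.88 log2 (SD, n = 6 cows) in LPS- and 3.32 ± 3.20 in LPS+ (higher in 4 of 6 cows, adjusted p = 0.73 from limma), a difference of 2.35 that was 1.38 without cow 1076. Also without passing the test, miR-2413 was at 0.74 ± 0.92 in LPS- and 2.21 ± 1.81 in LPS+ (a difference of 1.47, and 0.66 without cow 9066), and miR-2332 was higher in LPS+ in 6 of 6 cows by a mean of 0.83 (0.48 without cow 0036). miR-2332 was detected on 2 LPS- and 4 LPS+ arrays. With the negative control spots in place of the percentile, chosen after the data were seen, it was higher in 4 of 6 cows, by a mean of 0.46. Lower mean values in LPS+ were seen for miR-2892, at 3.67 ± 2.59 in LPS- and 1.86 ± 0.98 in LPS+ (lower in 5 of 6 cows), and for miR-2899, miR-489, miR-1343-5p and miR-665, with differences of -1.38, -1.64, -1.36 and -0.85. Without cow 1076 the difference was -1.11 for miR-2892, -0.89 for miR-2899 and -1.09 for miR-489, which was -0.99 without cow 0036. In all, 61 of the 77 had a lower mean in LPS+ and 16 a higher mean, with a median difference of -0.74 (-0.39 without cow 1076, -0.45 without cow 0036 and -1.12 without cow 8027). This balance turned with quantile normalization (24 lower, median difference 0.21) and with the slide as a block (21 lower, median difference 0.37). The block leaves the comparison to slide 3, which alone held both groups, with 1 LPS- array and 2 LPS+ arrays. It also turned without a detection filter (271 of 786 lower, median difference 0.07) and, chosen after the data were seen, with the percentile over probes detected on at least 6 arrays (21 lower, median difference 0.36). The DAM count by limma was 0 at a Benjamini-Hochberg adjusted p under 0.05 and 0 at a Storey q-value up to 0.05, with 0 of 77 at an unadjusted p under 0.05. Tests without moderated variances, paired by cow or not, also gave 0, and the fit with cow as a block gave 0 with 1 miRNA at an unadjusted p under 0.05. Without cows 8027, 9040 and 9066, left out after the data were seen, 58 passed at an adjusted p under 0.05 from limma, all lower in LPS+, and in the remaining cows LPS status and slide coincide. Without a detection filter, 112 of the 786 bovine miRNAs had an unadjusted p under 0.05, 106 of them detected on no array, and 0 passed after adjustment (35 with cow as a random block, 29 with the slide as a block, 1 in an unpaired test without moderated variances). In settings chosen after the data were seen, 436 of the 786 passed with the negative control spots in place of the percentile, 304 with that reference and cow as a block, 98 without cows 8027, 9040 and 9066, and 5 in the authors' table with an ordinary paired test. The negative control reference lowers every difference by the same 0.36, the mean rise of those spots. Of the 786, 503 were detected on no array. The 436 and 304 thus need not be miRNAs that changed on their own. In data simulated with the spread of these arrays, 77.5% of the changed detected miRNAs were recovered at a log2 change of 4.0, 23.2% at 2.0 and 0.75% at 1.0. The simulated miRNAs varied independently of each other, so these shares need not hold for the arrays.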

The comparison between miRNomes of MF obtained before (LPS-) and after (LPS+) revealed 37 differentially abundant miRNAs (DAMs) (Table 1). Among the 37 DAMs, 28 and 9 were downregulated and upregulated, respectively. 

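In the spot intensities, 27 of the 28 miRNAs that Table 1 lists with a negative fold change, all but miR-34a (higher in 5 of 6 cows, with a mean difference of -0.25, and of 0.24 without cow 9066), had a higher mean in LPS+ than in LPS- MF, and the 9 listed with a positive fold change had a lower mean, a direction opposite to that of Table 1. Leaving out a cow turned 3 others with differences near 0: miR-143 (0.02, and -0.04 without cow 8027, -0.02 without cow 0036 or 1076 and -0.01 without cow 9040 or 1024), miR-2308 (-0.02, and 0.06 without cow 0036 and 0.01 without cow 1076) and miR-3431-3p (-0.00, and 0.06 without cow 8027 and 0.05 without cow 9040). miR-2388-5p was at -0.42 ± 0.14 log2 relative to the 75th percentile (SD, n = 6 cows) in LPS- and at -0.14 ± 0.10 in LPS+, higher in 6 of 6 cows. miR-208b, a miRNA of heart muscle, was at -0.54 ± 0.18 and -0.24 ± 0.12, higher in 6 of 6 cows. Among the 9, miR-6523b was at 0.31 ± 0.41 in LPS- and 0.07 ± 0.11 in LPS+, and miR-2454-3p at 0.10 ± 0.28 and -0.12 ± 0.10 (a difference of -0.22, and -0.34 without cow 9066). Of the 37 miRNAs, 29 are on the array under a bovine name and 8 under a caprine name alone, and 24 of the 29 were detected on no array and the others on at most 2. The negative control spots, which match no miRNA, had a higher level relative to the 75th percentile in LPS+ in 6 of 6 cows, by a mean of 0.36 (exact test over swaps of status within cows, two-sided p = 0.031, the smallest p that 6 cows allow). The median difference of the 28 was 0.21, and it was -0.15 when the negative control spots took the place of the percentile, a reference chosen after the data were seen under which 27 of the 28 and all 9 were lower in LPS+. By limma, 12 of the 29, miR-2423, miR-2388-5p, miR-99a-3p, miR-208b, miR-2361, miR-2325a, miR-340, miR-2310, miR-1301, miR-2312, miR-2284g and miR-362-3p, passed at an adjusted p under 0.05 when adjusted over the list alone, all with higher means in LPS+. That count was 0 without cow 0036, 0 without cow 8027, 0 without cow 1076 and 0 without cow 1024, 0 with quantile normalization, with normexp or with the median of all spots, and 1 with the slide as a block, which rests on slide 3. That 1 was miR-34a, not among the 12 and detected on 1 LPS- array, with a difference of -2.63 (adjusted p = 1.4e-06 from limma over all bovine miRNAs). The study chose this list on these samples, so the count is not independent evidence, and 0 passed when adjusted over all 786 bovine miRNAs (1 with the slide as a block, 17 with the negative control reference). With cow as a random block, 7 passed over all bovine miRNAs, miR-99a-3p, miR-208b, miR-2312, miR-2325a, miR-2361, miR-2388-5p and miR-2423, all higher in LPS+. From q-values up to 0.05 and the sign of the fold change, the paper classes 28 miRNAs as downregulated and 9 as upregulated by LPS, and it concludes that inflammation modifies the MF miRNome.

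**Figure D2:**
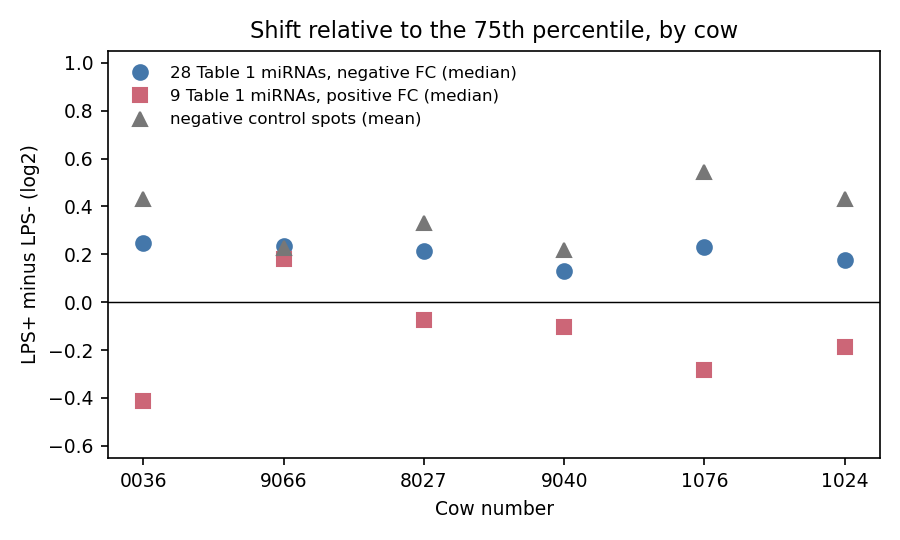
Difference LPS+ minus LPS- (log2, relative to the array's 75th percentile) by cow number, as the median of the 28 Table 1 miRNAs with a negative fold change (FC, blue circles), the median of the 9 with a positive fold change (red squares) and the mean of the negative control spots (grey triangles). The blue circles and grey triangles lie above 0 in 6 of 6 cows, and the red squares lie below 0 in every cow but 9066. Against the negative control spots both sets have lower means in LPS+.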

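In a clustering of the arrays on the 29 miRNAs of Table 1 with a bovine name (Euclidean distance, complete linkage), the first split placed 10 of the 12 arrays by LPS status. Every LPS+ array lay in the same branch, together with the LPS- arrays of cows 8027 and 9040, which had the fewest detected probes of the LPS- arrays. Of the 32 swaps of status within cows, the real one included, 4 placed as many arrays (exact share 0.125). Both arrays of cow 8027 share a branch, as do those of cow 9040, so 4 is the fewest that these branches allow. These miRNAs were also chosen by the study on the same samples, so the share does not decide about chance. The 77 detected miRNAs, which were not chosen by LPS status, placed 8 of the 12 arrays, as 16 of the 32 swaps did. Only cows 0036 and 1076 had their arrays in different branches. The number 16 is thus the fewest that these branches allow, and it says nothing about chance. Here the LPS- arrays of cows 0036, 1076 and 1024 formed a branch with the LPS+ array of cow 1024. LPS status took up 6.05% of the variation of these 77 miRNAs between arrays (PERMANOVA, exact p = 0.28 over the 32 swaps). This share was 2.83% without cow 1076, 3.06% without cow 0036, 10.2% without cow 9040, 10.4% without cow 9066, 11.6% without cow 8027 and 12.0% in the authors' table, with exact p from 0.094 to 0.56. With cows left out after the data were seen, it was 28.6% without cows 8027 and 9040 (exact p = 0.25) and 69.0% without cows 8027, 9040 and 9066 (exact p = 0.25, the smallest p that 3 cows allow), and in those 3 cows LPS status and slide coincide.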

The heat map analysis of DAMs showed a classification of cows according to the LPS challenge status (Figure 1).

**Table 1:** **Differentially abundant miRNAs (q-value ≤ 0.05) in milk fat after LPS challenge in early lactation cows**

Gene name	q-value	FC
*miR-16b-5p*	0.04	1.15
*miR-18b-3p*	0.05	−1.19
*miR-29c-5p*	0.05	−1.22
*miR-34a*	0.05	−1.21
*miR-99a-3p*	0.04	−1.26
*miR-138*	0.04	1.36
*miR-143*	0.05	−1.18
*miR-154c*	0.05	−1.10
*miR-190a-3p*	0.05	−1.14
*miR-208b*	0.05	−1.38
*miR-214-3p*	0.05	1.24
*miR-329b-3p*	0.04	−1.15
*miR-340*	0.05	−1.21
*miR-362-3p*	0.03	−1.29
*miR-379-3p*	0.04	1.26
*miR-412*	0.04	−1.23
*miR-496*	0.04	−1.36
*miR-499*	0.04	−1.20
*miR-1301*	0.04	−1.27
*miR-1814a*	0.05	−1.33
*miR-2284d*	0.04	−1.19
*miR-2284f*	0.05	−1.24
*miR-2284 g*	0.05	−1.30
*miR-2285ae*	0.05	−1.14
*miR-2297*	0.05	−1.24
*miR-2308*	0.04	1.13
*miR-2310*	0.04	−1.33
*miR-2312*	0.05	−1.18
*miR-2325a*	0.05	−1.23
*miR-2343*	0.05	1.25
*miR-2361*	0.04	−1.30
*miR-2363*	0.04	−1.15
*miR-2388-5p*	0.04	–1.31
*miR-2423*	0.05	−1.27
*miR-2454-3p*	0.05	1.37
*miR-3431-3p*	0.05	1.13
*miR-6523b*	0.05	1.32

FC: fold change in miRNA abundance in LPS+ vs. LPS- cows.

**Figure 1:**
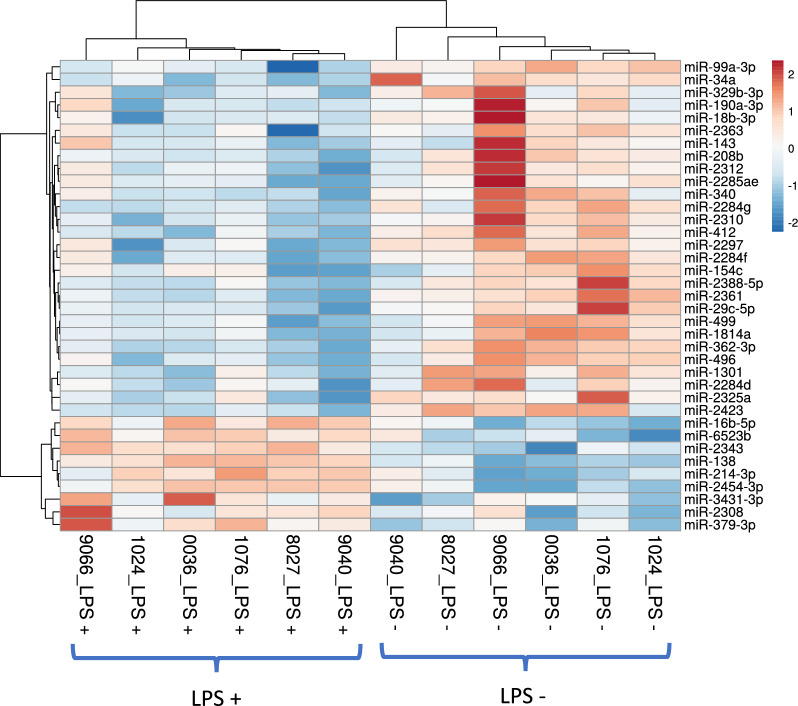
**Heatmap analysis of differentially abundant miRNAs after LPS challenge in early lactation cows by comparing LPS- (just before LPS injection) to LPS+ (6.5 h after 50 µg of LPS *E. coli* injection).** The scale indicated the level of abundance in LPS+ vs. LPS-. Each cow number is indicated at the bottom of the figure.

### Comparison of the effects of different miRNA sources on miRNome responses

The effects of the miRNAs tissue-sources were evaluated by comparisons of studies using different sources of miRNAs. The effects of *S. aureus* challenge were compared from studies using mammary gland [10], mammary epithelial cells [27] and milk extracellular vesicles [15] as source of miRNAs (Figure 2). We detected no common modulated miRNAs between the three studies of the effects of the same pathogen. Similarly the comparison between the 37 DAMs in response to *E. coli* derived LPS challenge in our study to the 179 differentially expressed miRNAs detected in mammary gland tissue infected with *E. coli* [10] showed only 4 common miRNAs (*miR-154c*, *miR-362-3p*, *miR-138*, and *miR-2310*) with both study (Figure 3). 

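Of these miRNAs, miR-2310, miR-362-3p and miR-154c had higher means in LPS+ MF relative to the 75th percentile and miR-138, a miRNA of nervous tissue, a lower mean. The levels were -0.35 ± 0.17 log2 (SD, n = 6 cows) in LPS- and -0.11 ± 0.07 in LPS+ for miR-2310, higher in 6 of 6 cows. miR-362-3p was at -0.28 ± 0.17 and -0.07 ± 0.06, and miR-154c, of the DLK1-DIO3 cluster of imprinted miRNAs, at -0.30 ± 0.21 and -0.17 ± 0.10, each higher in 5 of 6 cows; the difference of miR-154c, 0.13, was 0.08 without cow 9066. miR-138 was at 0.12 ± 0.33 in LPS- and -0.23 ± 0.06 in LPS+, higher in 1 of 6 cows. Adjusted over all bovine miRNAs, the p-values from limma were 0.20 for miR-2310, 0.25 for miR-362-3p, 0.52 for miR-154c and 0.27 for miR-138. Set against the negative control spots, a reference chosen after the data were seen, all 4 had lower means in LPS+. Their differences were -0.12, -0.15, -0.23 and -0.71 in the same order. Each was among the 436 of 786 bovine miRNAs past an adjusted p under 0.05 from limma with that reference. With cow as a block as well, only miR-138 of the 4 passed. miR-138 was detected on 2 LPS- arrays and the other 3 on none.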

With the aim to identify MF miRNAs as biomarkers of mastitis, we compared the 37 DAMs detected in the present study with those identified by Ju et al. [7] in a study of the effects of spontaneous mastitis on mammary gland miRNome. 

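miR-99a-3p was at -0.35 ± 0.12 log2 relative to the 75th percentile (SD, n = 6 cows) in LPS- MF and -0.09 ± 0.14 in LPS+ MF, higher in 6 of 6 cows (adjusted p = 0.18 from limma over all bovine miRNAs, adjusted p = 0.040 from limma with cow as a random block, and adjusted p = 0.036 from limma when adjusted over the list alone). miR-143, a miRNA of smooth muscle and stromal cells, was at -0.24 ± 0.34 in LPS- and -0.23 ± 0.15 in LPS+ (adjusted p = 0.96 from limma over all bovine miRNAs), a difference of 0.02 that was 0.19 without cow 9066 and between -0.04 and -0.01 without any other cow. Against the negative control spots, both had lower means in LPS+, with differences of -0.10 for miR-99a-3p and -0.35 for miR-143. miR-99a-3p was detected on no array, and miR-143 on 1 LPS- array. The other arm of the precursor, miR-99a-5p, looked up after its values were seen, was detected on 3 arrays and differed by -0.43 between LPS+ and LPS- (-0.14 without cow 9066, higher in 2 of 6 cows, adjusted p = 0.60 from limma).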

Two miRNAs (*miR-99a* and *miR-143*) were identified in common between Ju et al. [7] and the present study.

**Figure 2:**
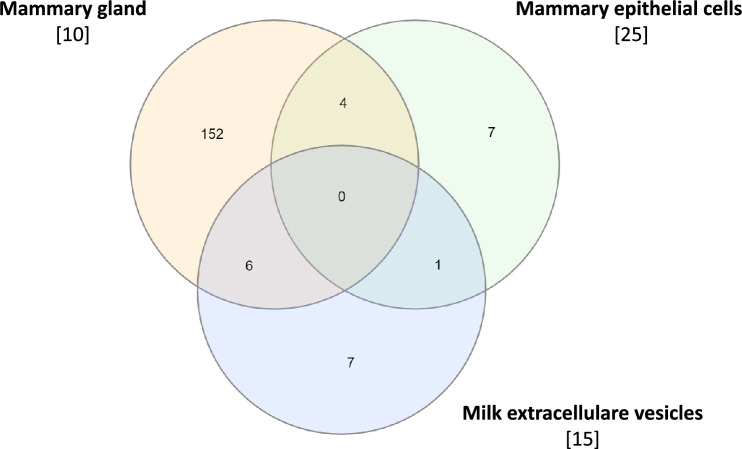
**Venn diagram of the differentially abundant miRNAs after *S. aureus* challenge in mammary gland **[10]**, mammary epithelial cells **[25]**, and milk extracellular vesicles **[15].

**Figure 3:**
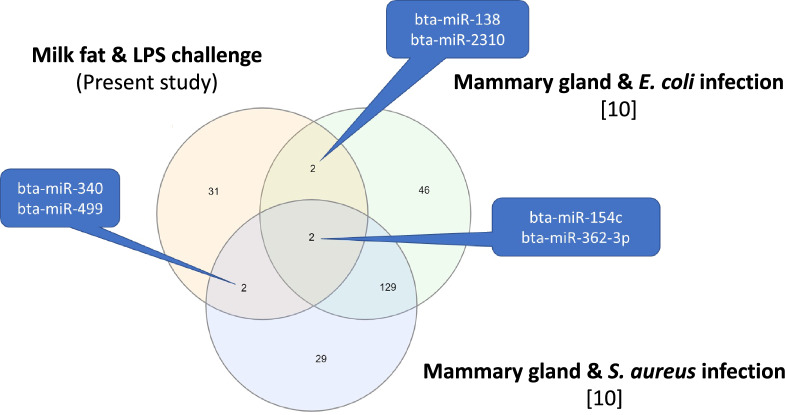
**Venn diagram of differentially abundant miRNAs in milk fat (present study) and mammary gland **[10].

### Functional annotation of the differentially abundant miRNAs

The in silico functional annotation by OmicsNet [25] with Panther database is presented in Figure 4. The targets are mainly involved in cell life (47%) including apoptosis, cell cycle, death, proliferation, and differentiation. The second class of biological processes affected were those involved in gene expression machinery (31%) including chromatin organization, regulation of translation and transcription (Figure 4). One Gene Ontology-Biological Processes (GO-BP) corresponds to a response to toxic substance process (Figure 4). Furthermore, the cell life and gene expression machinery were also highlighted by reactome analysis (Figure 5). Reactome analysis also identified Interleukin-4 and −13 signaling (Figure 5).

**Figure 4:**
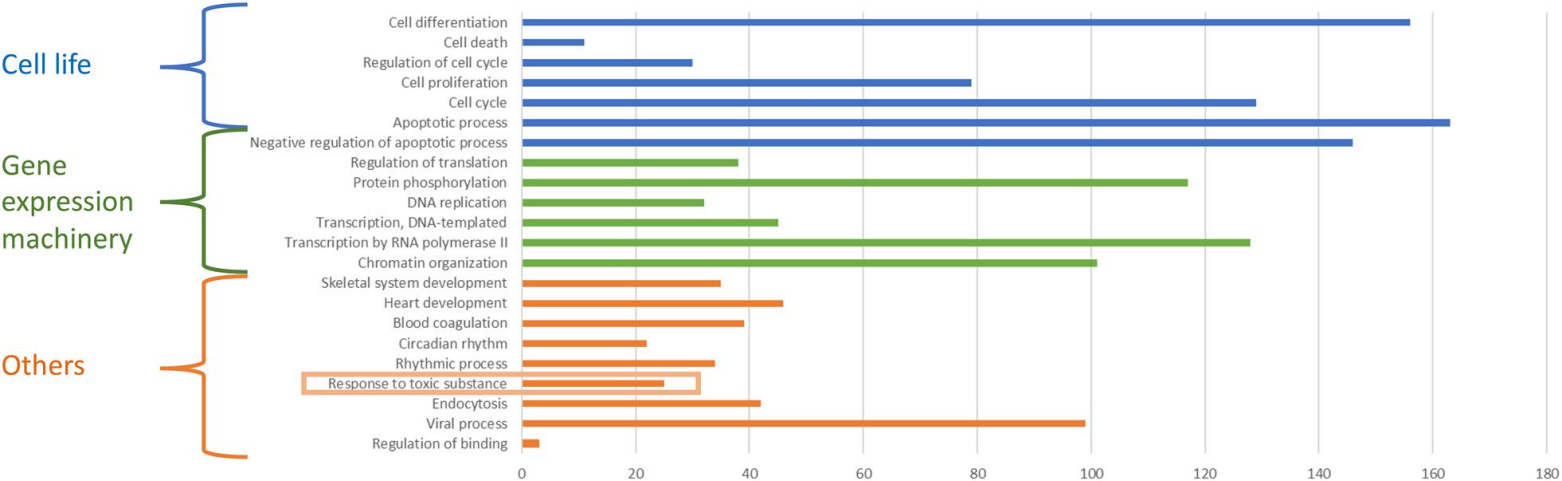
**Functional annotation of the differentially abundant miRNAs in cows identified by OmicsNet **[25]** with Panther database using a threshold *p*-value ≤ 0.1.**

**Figure 5:**
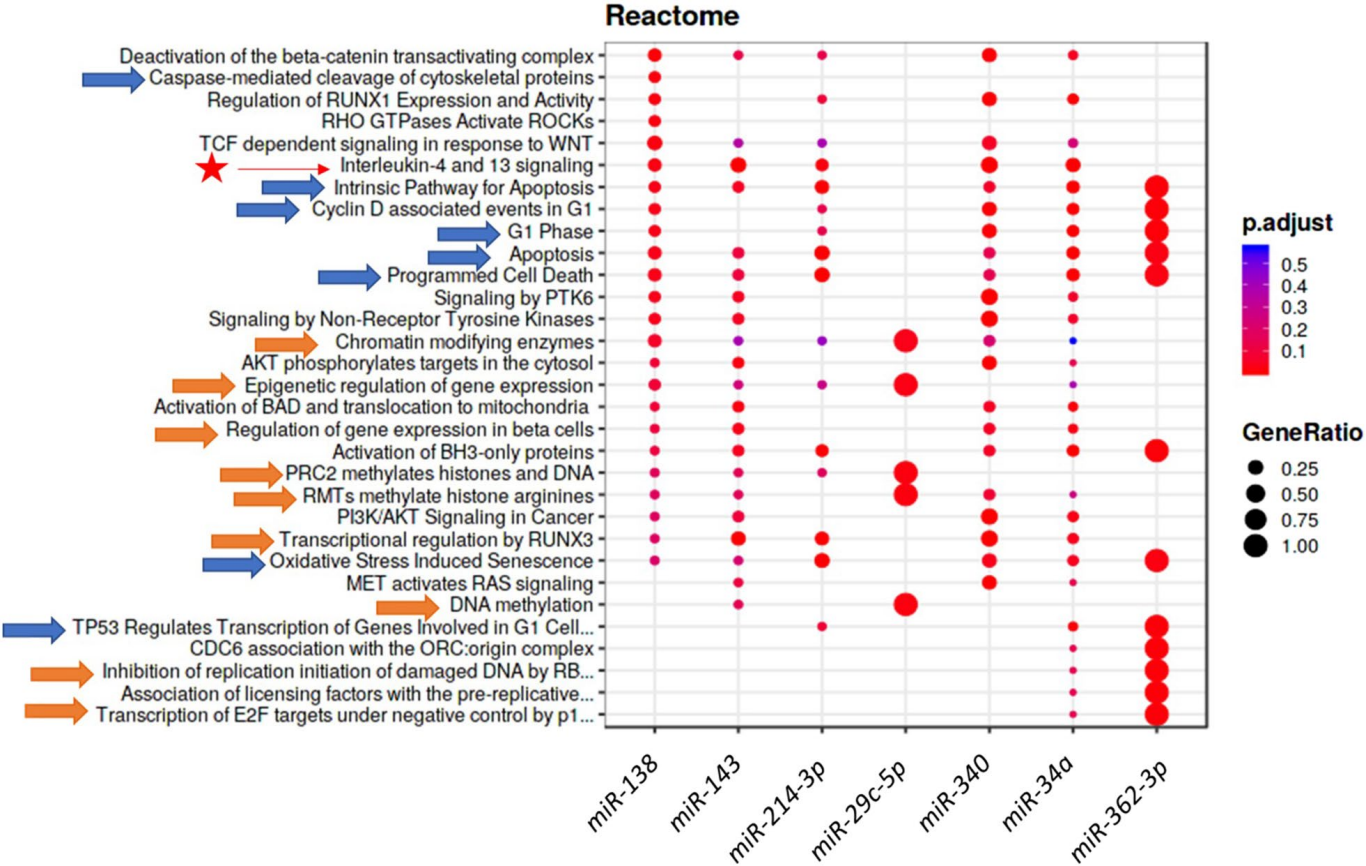
**Reactome analysis of differentially abundant miRNAs in milk fat after LPS challenge identified by Mienturnet software .**[26]. Blue and orange arrows indicate the reactomes related to cell life and to gene expression, respectively, and star pointed out the IL4-13 signaling.

The network analyses using Cytoscape showed networks that are influenced by 8 known miRNAs (*miR-18b-3p*, *miR-29c-5p*, *miR-99a-3p*, *miR-190a-3p*, *miR-214-3p*, *miR-362-3p*, *miR-379-3p*, and *miR-496*) that were affected by LPS injection (Figure 6A). 

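Of these 8 miRNAs, miR-214-3p and miR-379-3p had lower means in LPS+ MF relative to the 75th percentile and the other 6 higher means, and none passed an adjusted p under 0.05 over all bovine miRNAs and the caprine ones of Table 1. With cow as a random block, over bovine miRNAs alone, miR-99a-3p passed (0.27 higher in LPS+, adjusted p = 0.040 from limma). miR-29c-5p was at -0.40 ± 0.08 log2 (SD, n = 6 cows) in LPS- and -0.11 ± 0.08 in LPS+, higher in 6 of 6 cows (adjusted p = 0.11 from limma). miR-496 was at -0.41 ± 0.20 and -0.17 ± 0.13, higher in 6 of 6 cows, and miR-18b-3p at -0.16 ± 0.15 and 0.02 ± 0.11, higher in 5 of 6 cows. miR-214-3p was at 0.11 ± 0.12 in LPS- and -0.18 ± 0.08 in LPS+, higher in 0 of 6 cows (adjusted p = 0.12 from limma), and miR-379-3p at -0.21 ± 0.21 and -0.28 ± 0.12, a difference of -0.07 that was -0.04 without cow 0036 and -0.11 without cow 9066. Against the negative control spots all 8 had lower means in LPS+, from -0.08 for miR-29c-5p to -0.66 for miR-214-3p. miR-214-3p was detected on 1 array and the other 7 on none. miR-18b-3p, miR-29c-5p, miR-190a-3p, miR-214-3p and miR-379-3p were measured by probes of the caprine sequences.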

A total of 448 validated miRNA-gene interactions were found. Two large nodes were observed involving *miR-190a-3p* and *miR-362-3p.* A total of 60 (13.4%) of miRNA-gene interactions were related to cell life (Figure 6B) and a total of 29 (13.8%) of miRNA-gene interactions were linked to gene expression processes (Figure 6C). The two main miRNAs (*miR-190a-3p* and *miR-362-3p*), which were downregulated in MF by LPS injection, were both involved in the regulation of many processes, including cell life and gene expression processes.

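miR-190a-3p, measured by probes of the caprine sequence, was at -0.17 ± 0.19 log2 relative to the 75th percentile (SD, n = 6 cows) in LPS- MF and 0.04 ± 0.08 in LPS+ MF, higher in 5 of 6 cows (adjusted p = 0.31 from limma). Against the negative control spots it differed by -0.15, lower in 5 of 6 cows, and miR-362-3p was lower in 6 of 6 cows. Neither was detected on any array. The other arm of the miR-362 precursor, miR-362-5p, looked up after its values were seen, was detected on 3 arrays and differed by 0.34 between LPS+ and LPS- (0.08 without cow 1076, higher in 5 of 6 cows, adjusted p = 0.56 from limma).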

**Figure 6:**
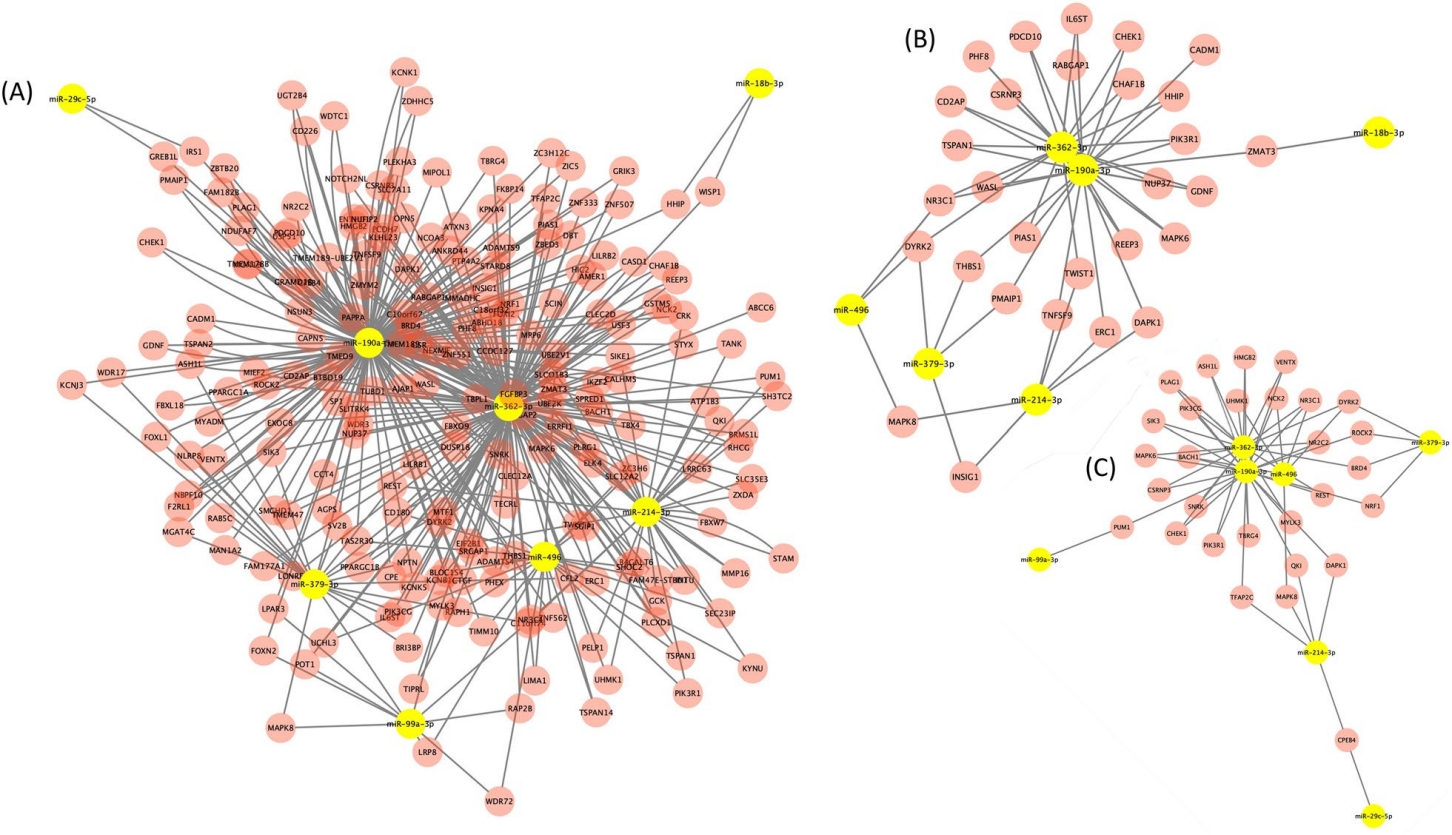
**Networks of the differentially abundant miRNAs in cows identified using Cytoscape**: **A** Total miRNA-gene interactions; **B** miRNA-gene interactions involved in cell life processes; **C** miRNA-gene interactions involved in gene expression machinery.

## Discussion

To mitigate the negative effects of mastitis, its fast and accurate detection may allow earlier and more efficient treatment, enabling the animal to recover quickly and thus reducing the economic losses. Such detection may be possible by identifying early indicators of inflammation in milk. The immune function is influenced by metabolic disorders, which are often associated with the spontaneous negative energy balance of early lactation [4, 5, 28]. A better understanding of the molecular regulation of the mammary response to inflammation would reduce their negative impacts and allow to identify new early biomarkers. Mammary gland miRNomes are modified during mastitis in the bovine [7, 9, 10, 15]. Mammary gland secretes abundantly MF globules, which are one of the major miRNA-carrying compartments in milk [17, 18]. MF miRNomes showed strong similarity with that of mammary gland tissue [17], however, MF globules are not an exact mirror of mammary gland. Indeed, miRNA composition may differ among mammary gland tissue, mammary epithelial cells and milk fat globules [17].

The number of DAMs is relatively low compared to studies conducted on the mammary gland tissue. Luoreng et al. [10] identified 179 and 162 miRNAs using *E. coli* and *S. aureus* infections, respectively and Li et al. [8] highlighted 77 miRNAs from mammary glands infected by *S. aureus*. In addition to the source of miRNAs (MF vs mammary gland), we cannot exclude that even though most milk somatic cells are eliminated during centrifugation, some may be trapped in MF used for RNA extraction. The trapped cells could contribute to miRNA supply, increasing variability. Moreover, the variability may also be due to animal polymorphism, or to the methodology used for miRNome analyses. However, the number of 37 DAMs in the present study is in line with those obtained using different fractions of milk. For instance, in response to *S. aureus* infection, Sun et al. [15] and Lai et al. [16] reported 14 and 25 DAMs in milk extracellular vesicle and in milk whey fraction from cows with clinical mastitis, respectively.

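miR-223, a prominent miRNA of neutrophils, was detected in MF on 4 LPS- and 4 LPS+ arrays. Its log2 level was 0.75 in LPS- and 7.98 in LPS+ in cow 1076, 2.62 and 6.19 in cow 9066, whose arrays share a slide, and 0.68 and 3.61 in cow 0036. Cow 1024 had 0.97 in LPS- and 0.49 in LPS+. Over the 6 cows the difference did not pass an exact test over swaps of status within cows (two-sided p = 0.125). With the slide as a block, which rests on slide 3, the difference was 0.59. Of 13 leukocyte miRNAs on the array, 10 were detected on at least 1 array, among them miR-142-5p on 3, miR-342 on 2 and miR-155 on 5, and miR-142-3p, miR-150 and miR-146a on none. miR-142-5p was at 0.10 ± 0.61 (SD, n = 6 cows) in LPS- and 0.92 ± 1.47 in LPS+, and miR-155, which macrophages induce after LPS, at 1.01 ± 1.04 and 0.23 ± 0.41 (adjusted p of 0.54 and 0.45 from limma over all bovine miRNAs); their differences, 0.82 and -0.78, were 0.18 without cow 1076 for miR-142-5p and -0.49 without cow 0036 for miR-155. Of 12 epithelial miRNAs, 9 were detected on at least 1 array and 10 had a lower mean in LPS+, of which miR-200a, miR-429, miR-96 and miR-31 turned without cow 9066 (to 0.07, 0.12, 0.17 and 0.05). Of these, looked up after their values were seen, miR-141, of the miR-200 family, was at 1.37 ± 2.26 in LPS- and 0.10 ± 0.36 in LPS+, and miR-205 at 0.94 ± 1.30 and -0.05 ± 0.17, lower in 6 of 6 cows (adjusted p = 0.42 from limma for miR-205), with differences of -1.26 and -0.99 that were -0.51 and -0.54 without cow 9066. Without a detection filter, limma's camera test called the epithelial list lower in LPS+ (adjusted p = 0.0034 with the preset correlation of 0.01, adjusted p = 0.88 with an estimated correlation) and did not call the leukocyte list, with 12 of 13 members higher and a median difference of 0.20, below the 0.36 of the negative control spots (adjusted p = 0.32, and adjusted p = 0.88 with an estimated correlation). The epithelial list had a median difference of -0.21, against 0.07 for all 786 bovine miRNAs and -0.74 for the 77 detected on at least 6 arrays. Its call need thus not be particular to epithelial miRNAs. The paper does not exclude that some cells are held in MF and proposes that they could add to its miRNAs and to the variability.

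**Figure D3:**
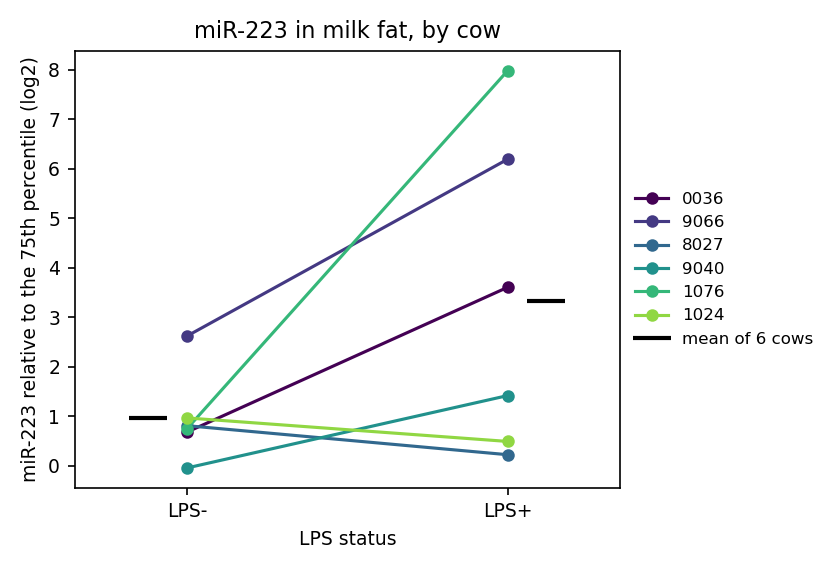
Level of miR-223 (log2, relative to the array's 75th percentile) in LPS- and LPS+ MF, with a line for each of the 6 cows and a black bar for each group's mean. Cows 1076, 9066, 0036 and 9040 were higher in LPS+, and cows 8027 and 1024 lower.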

The variability of miRNome responses could be due to the sources of miRNAs and also by a variety of pathogens. In order to evaluate the factors that may affect miRNA abundance in response to inflammation, we compared available published data using different sources of miRNAs to study the effect of *S. aureus* (Figures 2, 3). The miRNome responses after *S. aureus* challenge in mammary gland [10], mammary epithelial cells [27] and milk extracellular vesicles [15] were differents with no common miRNA (Figure 2). The variability of response in these tissues did not allow to detect many common miRNAs among these studies (Figure 2). The comparison between the 37 DAMs in response to *E. coli* derived LPS challenge in our study to the differentially expressed miRNAs detected in mammary gland tissue infected with *E. coli* [10] showed 4 common miRNAs (*miR-154c*, *miR-362-3p*, *miR-138*, and *miR-2310*) with both studies (Figure 3). Among them, *miR-154c*, downregulated in the present study, is known to be stable and highly expressed in the mammary gland [10] and to influence the cell proliferation in melanoma and suppressed cell invasion and migration in nasopharyngeal carcinoma [29]. These roles may be related to the inflammation processes of the mammary gland after the LPS challenge in cows and must be studied more deeply. In addition*, miR-362* has been also described to repress cell proliferation, migration, invasion and epithelial-mesenchymal transition in sinonasal carcinoma [30]. The downregulation of *miR-154c* and *miR-362* in response to LPS injection could help cell migration through mammary tissue and the epithelium remodeling in response to inflammation. The LPS challenge induces recruitment of macrophages, which is potentially facilitated by the downregulation of *miR-362* and *miR-154c*. The influence of differentially expressed miRNAs on the invasion of epithelial cells was also suggested to occur in mammary gland parenchyma during inflammation [31]. To evaluate the effects of different pathogens, we compared studies of *E. coli* and *S. aureus* effects. Luoreng et al. [10] studied the effects of *E. coli* (179 differentially expressed miRNAs) and *S. aureus* (162 differentially expressed miRNAs) on mammary gland miRNomes and showed 131 common miRNAs regulated by infection (Figure 3). Similarly, Jin et al. [27] identified 8 common miRNAs among the 17 and 14 differentially expressed miRNAs in mammary epithelial cells after *E. coli* and *S. aureus*, respectively.

The comparison with a study of spontaneous mastitis [7] showed two miRNAs (*miR-99a* and *miR-143*) in common. These two miRNAs were reported to influence proliferation and apoptosis in cancer models [32, 33]. The decrease of their expression after the LPS challenge in synergy with *miR-154c* and *miR-362-3p* could facilitate apoptosis of inflamed cells. Unfortunately, none of the miRNA was common between the present study and those performed using milk to obtain EVs in a *S. aureus* challenge study [15] and whey fraction during mastitis [16]. This may be due to the inherent variability of both the different source of miRNAs and the different pathogens. All these comparisons showed different responses due to the studied miRNA sources, and, also in a lesser extent, the involved pathogens. These differences should be considered when a set of miRNAs will be used as biomarker of mastitis diagnosis.

In parallel to the identification of potential indicators of mastitis, the in silico functional annotation identified the biological processes potentially regulated by the 37 differently abundant miRNAs in bovine MF in response to the LPS challenge (Figure 4). As expected, the main affected biological process corresponded to cell life (47%) including apoptosis, cell cycle, death, proliferation, and differentiation. The second class of biological processes affected were those involved in gene expression machinery (31%) including chromatin organization, regulation of translation and transcription (Figure 4). One Gene Ontology-Biological Processes (GO-BP) corresponds to a response to toxic substance process. Furthermore, the cell life and gene expression machinery were also highlighted by reactome analysis (Figure 5). In line, network analysis using Cytoscape identified also a total of 60 (13.4%) of miRNA-gene interactions were related to cell life (Figure 6B) and a total of 29 (13.8%) of miRNA-gene interactions were linked to gene expression processes (Figure 6C).

Reactome analysis identified interleukin signaling, which is consistent with an inflammation status and increased cytokine concentrations in milk after LPS injection (Figure 5; Additional file 1). The role of interleukins in mammary epithelial cell response to infection has been previously described [34]. Interactions between miRNAs and several proinflammatory cytokines playing crucial roles in the modulation of inflammatory signaling pathways were previously reported [35].

The network analyses using Cytoscape identified 8 known miRNAs (*miR-18b-3p*, *miR-29c-5p*, *miR-99a-3p*, *miR-190a-3p*, *miR-214-3p*, *miR-362-3p*, *miR-379-3p*, and *miR-496*) that were affected by LPS injection (Figure 6A). A total of 448 validated miRNA-gene interactions were found. Two large nodes were observed involving *miR-190a-3p* and *miR-362-3p.* The two main miRNAs (*miR-190a-3p* and *miR-362-3p*), which were downregulated in MF by LPS injection, were both involved in the regulation of many processes, including cell life and gene expression processes. Indeed, previous studies showed the involvement of *miR-362-3p* in the induction of apoptosis. Indeed, a downregulation of *miR-362-3p* was also detected in mouse microglial cells (BV2) treated with LPS injection and associated with an increased occurrence of apoptotic cells [36]. In addition, *miR-362-3p* was also downregulated in LPS-treated PC12 cells mimicking neurological disorders [37]. The authors suggested a possible role of LPS in the induction of apoptosis and repression of cell proliferation. Other studies reported a role of *miR-362-3p* as a tumor suppressor and an anti-inflammatory activity in several tumors, i.e. cervical adenocarcinoma [38], ovarian [39], renal [40] and human breast [41] cancer. Taken together these results suggested that the downregulation of *miR-362-3p* is involved in the induction of apoptosis. Considering that LPS is a powerful inflammation inducer, our results are in line with the abovementioned studies and consolidate the role of LPS and the downregulation of *miR-362-3p*. The second major miRNA identified by network analysis, *miR-190a-3p* is downregulated by LPS. This miRNA was reported to be an inducer of cell proliferation and migration in glioma [37] and associated with apoptosis induction in the chicken liver [42], which is not in line with the downregulation of this miRNA observed in the present study. However, several studies demonstrated a complex regulation of *miR-190a-3p* and its target genes, mediated by long non-coding RNAs [43, 44]. Therefore, further studies should be conducted to better understand the role of *miR-190a-3p* in the modulation of LPS mammary response. The network of miRNA-target enrichment analysis identified two major MF miRNAs, *miR-190a-3p* and *miR-362-3p*, down regulated by LPS challenge and both involved in the induction of apoptosis. However, their potential role in inflammation must be deeply investigated.

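The brightest bovine miRNAs in MF included miR-1224, miR-2412 and miR-2305, each detected on 5 LPS- and 6 LPS+ arrays. Brightness also depends on the probe, so it gives no order of abundance. miR-1224 was at 7.11 ± 5.91 log2 relative to the 75th percentile (SD, n = 6 cows) in LPS- and 7.17 ± 3.05 in LPS+, and miR-2305 at 6.36 ± 4.66 and 6.84 ± 2.63. miR-2478 and miR-1260b, both detected on 4 LPS- and 6 LPS+ arrays, were higher in LPS+ in 5 of 6 cows, by means of 1.56 and 1.18 (1.04 without cow 0036 and 2.55 without cow 9066 for miR-2478, 0.71 without cow 1076 and 2.06 without cow 9066 for miR-1260b). miR-494, of the DLK1-DIO3 cluster, differed by -1.38, miR-1584-5p by -1.40, miR-1777a by -0.40, miR-1777b by -0.26 and miR-2328-3p by 0.12, and the lowest adjusted p of these bright miRNAs was 0.73 from limma. Leaving out cow 1076 brought miR-494 and miR-1584-5p to -0.48 each. The directions of miR-1224, miR-2305, miR-2328-3p, miR-1777a and miR-1777b turned with a cow left out: without cow 8027 miR-1224 came to -1.29, miR-2305 to -0.66 and miR-2328-3p to -1.0, without cow 9066 miR-1224 to -0.64 and miR-2328-3p to -0.37, and without cow 9040 they came to -0.23 and -0.05. miR-1777a and miR-1777b came to 0.30 and 0.39 without cow 0036 and to 0.24 and 0.45 without cow 1076. Of 26 miRNAs listed as abundant in milk fat, 25 were detected on at least 1 array and 4 on at least 6. Of these 4, miR-320a was at 1.65 ± 1.62 in LPS- and 0.74 ± 0.72 in LPS+ (lower in 5 of 6 cows), and miR-92a, miR-30d and miR-423-5p differed by -0.49, -0.21 and 0.23. Without cow 1076 the differences of the 4 were -0.52, -0.09, -0.00 and 0.44, and without cow 9066 miR-30d was at -0.33 and miR-423-5p at 0.08 (0.10 without cow 0036). None of the 4 passed the test, and the list as a group was not called by camera (adjusted p = 0.61, and adjusted p = 0.78 with an estimated correlation). let-7b, the let-7 family member detected on 6 arrays, was higher in LPS+ in 4 of 6 cows and differed by a mean of -0.52, which was -0.06 without cow 9066 and -0.29 without cow 1076.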

In conclusion, we showed that MF is a suitable source of miRNAs during inflammation challenge and MF miRNome is modified by inflammation challenge in early lactation cows. The 37 DAMs in MF identified from the comparison between LPS- and LPS + Holstein cows, could be used as a set of candidate miRNAs for future studies. These 37 miRNA modifications are detectable rapidly after LPS challenge (6.5 h) and thus could be very useful for early diagnosis of mastitis. However, we also highlighted differences depending on the source of miRNAs and to a lesser extend in the considered pathogens. Thus, the identification of a unique miRNA as a biomarker of inflammation status may not be possible, and a set of miRNAs may be required instead. The set of the 37 miRNAs identified in the present study must be validated by studying different models. Spontaneous mastitis caused by different etiological agents are needed to explore this panel of MF miRNAs as potential biomarkers for the early diagnosis of mastitis.

### Supplementary Information

**Additional file 1: Rectal temperature, milk somatic cell count (SCC), milk tumor necrosis factor (TNF)-α, milk IL-8, milk IL-1β, and milk chemokine (C-X-C motif) ligand 3 (CXCL3) concentrations in response to LPS challenge in early-lactation cows1. **

## Data Availability

The dataset supporting the conclusions of this article is available in the Gene Expression Omnibus (GEO; GSE229476) repository.

# Supplementary material for: Milk fat miRNome changes in response to LPS challenge in Holstein cows
**Source:** Vet Res. 2023 Nov 22;54:111. doi: 10.1186/s13567-023-01231-4
**Supplement:** Supplementary file 1 — Additional file 1: Rectal temperature, milk somatic cell count (SCC), milk tumor necrosis factor (TNF)-α, milk IL-8, milk IL-1β, and milk chemokine (C-X-C motif) ligand 3 (CXCL3) concentrations in response to LPS challenge in early-lactation cows1.

Supplemental Table S1. Rectal temperature, milk somatic cell count (SCC), milk tumor necrosis factor (TNF)- α , milk IL-8, milk IL-1 β , and milk chemokine (C-X-C motif) ligand 3 (CXCL3) concentrations in response to LPS challenge in early-lactation cows ¹.

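The measures in this table follow the inflammation in the udder that accompanied the milk samples. The somatic cell count is the concentration of cells in milk, which in an inflamed udder are mostly leukocytes. TNF-α and IL-1β are cytokines that macrophages and epithelial cells release on contact with LPS, and IL-8 and CXCL3 are chemokines that attract neutrophils. Cell counts were taken in milk of the whole udder, while the cytokines were measured in foremilk of the injected gland and the miRNAs in residual milk. These measurements were not analysed here.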

Item ²	Time		<i>P</i> -value
	Before LPS	After LPS	
Rectal temperature (°C)	38.2<br>(0.1)	40.8<br>(0.3)	< 0.001
Milk			
SCC ³	78<br>(425)	2019<br>(425)	< 0.01
TNF- α (pg/mL) ⁴	206<br>(1357)	3897<br>(1862)	0.06
IL-8 (ng/mL) ⁴	0	51.0<br>(5.5)	< 0.001
IL1- β (pg/mL) ⁴	1<br>(0.7)	498<br>(97)	< 0.001
CXCL3 (ng/mL) ⁴	219<br>(83)	1724<br>(133)	< 0.001

¹ Six multiparous Holstein cows were allowed ad libitum intake of a lactation diet throughout the study. At 27 $\pm$ 3 (mean $\pm$ SD) days of lactation, one healthy rear mammary quarter was injected with 50 μ g of LPS (E. coli 0111:B4).

² Values are LSM (SEM).

³ SCC: somatic cell count in whole udder composite milk collected during PM/AM milkings that preceded the LPS injection, and during the PM/AM milking that followed the LPS injection.

⁴ Concentrations in foremilk samples that were collected from the injected mammary quarter before AM milking and LPS challenge, and before the following PM milking, approximately 6 h after LPS injection.

How the deposited data were processed for this re-analysis (not part of the article)

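MiRNAs were measured in MF of 6 cows at 27 ± 3 days in milk, before (LPS-) and 6.5 h after (LPS+) injection of 50 µg of LPS into the udder. Each of the 12 MF samples had an array of its own, labelled with Cy3. The spots' brightness was deposited by the authors as intensity values with the local background subtracted, not normalized between arrays. The headers of these tables name Mapix 7.4.1, while the paper names Feature Extraction software Version 11. The percent of saturated pixels per spot was also deposited, and at most 1 spot of an array had 50% or more of its pixels saturated. The authors also deposited a table of log2 values of the same arrays, normalized in GeneSpring by a 75th percentile shift. Set against the spot intensities, its columns are log2 values less the array's 75th percentile and less a constant per probe, with higher values for brighter spots. This holds for 11 of the 12 columns within a residual SD of 0.01, and the LPS- column of cow 9066 had a residual SD of 1.26. The column medians lay between -0.10 and 0.08. The table served as an alternative source of values.

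From the intensities, the mean of each spot less its local background was set to at least 1, taken to log2 and averaged over the spots of a probe. The 75th percentile over all 2561 probes of the array was subtracted, since no probe was detected on all 12 arrays and the percentile over such probes, the intended reference, was empty. Probes of a miRNA were averaged; the probes of 5 of the 77 detected miRNAs and of 6 of the Table 1 miRNAs differed in direction. Control spots were left out. Detection compared each spot with the median of the 1000 negative control spots plus 2.6 median absolute deviations, scaled by 1.4826. The settings had been planned for Agilent's processed signal, which these tables do not hold, and the background-subtracted mean took its place. The number of arrays limits the precision, and the share of spots found by the scanner software was 17.7% ± 18.5 (SD, n = 6) on LPS- and 56.9% ± 11.4 on LPS+ arrays.

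LPS+ was compared with LPS- with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, all 12 arrays, no block), with Benjamini-Hochberg adjustment and with Storey's q-value, which is the authors' measure. The paper's text does not name the test behind its q-values. Cow as a random block used statmod 1.5.0. The arrays pair by cow because both samples of a pair come from the same animal. The deviations from the group means correlated within cows 9040 (0.90), 1024 (0.85), 9066 (0.32) and 0036 (0.14) and not within cows 8027 (-0.05) and 1076 (-0.08). Cow 9040 had 0 detected probes on its LPS- array and 21 on its LPS+ array, so its value need not come from the animal. Single values were tested by exact swaps of LPS status within cows, 32 in all. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 was used for the tables, clustering and plots.

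The miRNAs named are those in the paper's text, Table 1 or Figure 3, whose fold changes were known beforehand; up to 5 of each direction with the smallest p, since none passed; the 10 detected bovine miRNAs with the highest mean signal; and up to 4 detected members of each list. The lists were Table 1, LPS and NF-kB responsive, leukocyte, epithelial, abundant in milk fat, let-7 family, blood and plasma, muscle and heart, nervous tissue, endothelial and stromal, DLK1-DIO3 cluster, miR-17 and its paralogous clusters, and the miR-2284 and miR-2285 family. They were tested with camera at a preset correlation of 0.01, with an estimated correlation, and with fry, which tests whether the members move on balance in 1 direction. In the set of 77, the lists with at least 2 members were abundant in milk fat and the DLK1-DIO3 cluster. The design, the lists and the alternatives called planned were fixed before the data were examined. Exceptions are the signal, the detection rule and the probes behind the percentile. Those planned could not be applied to the deposited intensities, and the ones described above took their place once these were read.

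Tested on simulated data with the spread of all 786 bovine miRNAs, the fit recovered 68.5% of 200 changed miRNAs at a log2 change of 0.5 and 97.5% at 4.0. The simulated miRNAs varied independently of each other, and the change was added to the log2 value. Since 503 of the 786 were detected on no array, their spread is that of background. These shares are thus not the power of the arrays to find a change in RNA. The alternatives were cow as a fixed or random block, quantile normalization, normexp background correction with an offset of 50, no detection filter, miRNAs of all 3 species, the median of all spots, a trended robust variance, tests without moderated variances, the authors' table, the slide as a block and each cow left out in turn. Caprine and ovine miRNAs were left out of the main count, except the 8 caprine names in Table 1. Genomic positions of the miRNAs, targets, networks, milk cytokines and the other studies' lists were not analysed here.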

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

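The tests of the negative control spots, of the 28 miRNAs against those spots, of the spike-in and of swaps for miR-223, and the comparison of miR-155 between LPS- and LPS+, were chosen after the result was seen. Of 58 groups of 6 arrays, 6 held an array far from the others, where chance marks about 5 percent of groups.

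In LPS+ MF, the array of cow 9040 had the lowest level of 4 bright miRNAs, miR-2305 (1.62, next lowest 7.21, gap over range 0.769), miR-1777b (1.16 and 5.91, 0.665), miR-2328-3p (0.89 and 5.84, 0.696) and miR-1777a (0.76 and 5.14, 0.670). The 75th percentile of the LPS- array of cow 9066 was the highest of its group, at 7.53 against 6.42 for the next (gap over range 0.694). The control probe hur_1, which the paper does not discuss, was at 4.93 log2 relative to the 75th percentile in LPS- and 8.54 in LPS+, a difference of 3.61, higher in 6 of 6 cows (exact two-sided p = 0.031, the smallest possible). It rose by 7.18 in cow 8027 and 4.40 in cow 9040, whose LPS- arrays had 41 and 0 detected probes. In cows 0036, 1024 and 1076 it rose by 4.63, 4.09 and 0.44. In cow 9066, the only cow whose arrays share a slide, it rose by 0.95. Slide and LPS status coincide in the other cows. Against the negative control spots hur_1 differed by 3.25, higher in 5 of 6 cows (exact p = 0.063). hur_2 differed by 4.15, hur_4 by 1.85, hur_5 by 0.13 and hur_6 by 2.00; what these probes target is not given in the sources used here.

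The Table 1 miRNAs with a negative fold change shifted together between LPS- and LPS+ arrays while most lay below the detection limit. The negative control spots shifted the same way, by 0.364, which is in line with a change of array background relative to the 75th percentile. Against these spots the median of the 28 was -0.153, so that a response of milk fat to LPS stays open with its direction resting on the reference. Slide cannot be told apart from LPS status within any cow but 9066, and laser power differed with status in 4 cows. Both arrays of cow 9066 share a slide, the only such pair. There the median of the 28 was 0.235, and 0.0088 against the negative control spots, which rose by 0.226 in that cow.

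The LPS- array of cow 9040 carried no probe signal. The spike-in dmr_6 was the lowest of its group there, at 6.03 log2 against 12.2 for the next (gap over range 0.654). That is 1.36% of its lowest signal on the other arrays, which argues against too little sample RNA on an otherwise hybridized array. Over 882 moves of the spot grid, the highest correlation with the mean of the other arrays was 0.0225, which argues against a grid misplaced within those moves. A failed labelling or hybridization stays open and was not tested, and no biological explanation was tested.

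miR-223 had the highest levels in LPS+ MF of cows 1076 and 9066. Of the leukocyte miRNAs tested beside it, miR-155 was detected on 4 of the 8 arrays with miR-223, miR-142-5p on 3, miR-342 on 2, and miR-142-3p, miR-150 and miR-146a on 0. The criterion set beforehand, detection on at least 2 of these arrays, was thus met, but it did not ask for a higher level in LPS+. miR-142-5p and miR-342 had higher means in LPS+ by 0.82 and 0.08, and without cow 1076 they differed by 0.18 and -0.02. All of the 13 leukocyte miRNAs on the array but miR-155 had higher means in LPS+. The median of the 13, 0.20, lay below the 0.36 of the negative control spots. Looked up after the values were seen, miR-652 was higher by 1.02 and miR-338 by 0.67 (0.22 without cow 1076). miR-155 was on 4 LPS- and 1 LPS+ arrays in all, with a mean falling from 1.01 in LPS- to 0.23 in LPS+ and higher in LPS+ in 1 of 6 cows, so it does not show that leukocytes held in the milk fat gave the miR-223 level of LPS+ MF, and that stays open. The exact p over swaps within cows was 0.125, so chance between cows is not excluded, and a response of milk fat itself was not tested.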

How the results depend on the processing

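The settings with a negative control reference, a percentile over probes detected on at least 6 arrays, the slide as a random block, cows left out together, and the authors' table with an ordinary paired test or without cow 9066 were chosen after the data were seen. The cause was not tested for any change below. The DAM count by adjusted p was 0 in every setting except without cows 8027, 9040 and 9066, where it was 58. By Storey q it was 77 without cows 8027 and 9040, 68 without cows 8027, 9040 and 9066, 77 in the authors' value table with an ordinary paired test and 16 there at probe level, and 0 otherwise. A count of 77 is every miRNA tested. Of these, 12 without cows 8027 and 9040 and 10 in the authors' table had an unadjusted p under 0.05. With cow as a fixed block (pairing by cow) the DAM counts by adjusted p and by Storey q were 0. The smallest adjusted p from limma was then 0.476. Table 1 miRNAs past the test over the list alone, 12, were 16 with cow as a fixed block, 18 with cow as a random block, 17 with the ordinary paired test, 0 with quantile normalization, 0 with normexp, 0 with the median of all spots, 21 in the authors' table, 26 there with the ordinary paired test, 1 with the slide as a block, 0 with the slide as a random block, 19 with the negative control reference, 0 with that reference and cow as a block, 0 with the percentile over probes detected on at least 6 arrays, and 0 to 17 without each cow in turn. Over all bovine miRNAs, 0, they were 7 with cow as a random block, 1 with the slide as a block, 17 with the negative control reference, 5 with it and cow as a block, 4 without cows 8027, 9040 and 9066 and 4 in the authors' table with the ordinary paired test. Bovine Table 1 miRNAs with the direction of the paper, 1, were 4 with quantile normalization, 2 with normexp, 8 with the slide as a block, 3 with the slide as a random block, 23 with the negative control reference with or without cow as a block, 5 with the percentile over probes detected on at least 6 arrays, 2 without cows 8027 and 9040, 0 without cows 8027, 9040 and 9066, 0 in each form of the authors' table, and 0 to 3 without each cow in turn. Clustering on Table 1 placed all 6 of the 6 arrays left without cows 8027, 9040 and 9066. Lists called by camera, 0, were 3 without a detection filter and 1 with all 3 species (leukocyte, adjusted p = 0.0043, and adjusted p = 0.11 with an estimated correlation). That leukocyte list held 2 members with a mean difference of 1.19, and bovine miR-223, with 2.35, was 1 of them. fry called 0 lists in each setting it was run in except without cows 8027, 9040 and 9066 (the DLK1-DIO3 cluster, lower, adjusted p = 0.0058). With the negative control reference and past an adjusted p under 0.05, the difference turned to -0.23 for miR-154c, -0.19 for miR-340, -0.15 for miR-362-3p, -0.18 for miR-412, -0.26 for miR-499 (also -0.26 with cow as a block), -0.14 for miR-2284f, -0.19 for miR-2284g, -0.18 for miR-2285ae, -0.20 for miR-2297, -0.12 for miR-2310, -0.12 for miR-2325a and -0.22 for miR-2363, and kept the direction opposite to the paper's for miR-138 (-0.71), miR-2308 (-0.39), miR-2343 (-0.40), miR-2454-3p (-0.58) and miR-6523b (-0.60). miR-34a turned to 0.25 in the authors' table with the ordinary paired test and passed with the slide as a block (-2.63). Without cows 8027, 9040 and 9066, miR-1224 turned to -3.87, miR-2305 to -2.51 and miR-2328-3p to -2.84. Of the other planned comparisons of a result with a setting, 859 kept direction and side of the threshold. The percentile over probes detected on all arrays and the filter for detection on all 12 arrays were not run, since no probe qualifies.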

Differences from the paper's values

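The paper reports 37 DAMs at a q-value up to 0.05, and the count at that threshold here was 0. The paper lists 28 as lower in LPS+ and 9 as higher, and the means here were lower for 10 and higher for 27 of the same names. These counts differed under every alternative set before the data were examined. By Storey q at the paper's threshold, other settings chosen after seeing the values gave other counts. They were 77 without cows 8027 and 9040, 68 without cows 8027, 9040 and 9066, and 77 in the authors' table by ordinary paired tests. A count of 77 is every miRNA tested, most of them at an unadjusted p of 0.05 or more. None of the Table 1 miRNAs is among the 77 detected, so each of these settings drops all 37.

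The fold changes of Table 1 are signed ratios, which its legend gives as LPS+ against LPS-. In the authors' table under the deposited labels, probes matched the size of 36 of the 37, and all 37 had the opposite sign. In that table the printed ratios thus match LPS- over LPS+, for a reason that the sources used here do not give. The next values are the paper's ratio and then the ratio of normalized signal here, LPS+ over LPS-. Of the 37 miRNAs, 31 were detected on no array, so most of the ratios here set background against background. For those the paper lists as higher they are miR-16b-5p 1.15 and -1.13, miR-138 1.36 and -1.27, miR-214-3p 1.24 and -1.23, miR-379-3p 1.26 and -1.05, miR-2308 1.13 and -1.02, miR-2343 1.25 and -1.02, miR-2454-3p 1.37 and -1.16, miR-3431-3p 1.13 and -1.0, miR-6523b 1.32 and -1.18. For those the paper lists as lower they are miR-18b-3p -1.19 and 1.13, miR-29c-5p -1.22 and 1.22, miR-99a-3p -1.26 and 1.20, miR-143 -1.18 and 1.01, miR-154c -1.10 and 1.10, miR-190a-3p -1.14 and 1.16, miR-208b -1.38 and 1.24, miR-329b-3p -1.15 and 1.08, miR-340 -1.21 and 1.12, miR-362-3p -1.29 and 1.16, miR-412 -1.23 and 1.14, miR-496 -1.36 and 1.19, miR-499 -1.20 and 1.07. They are likewise miR-1301 -1.27 and 1.19, miR-1814a -1.33 and 1.23, miR-2284d -1.19 and 1.29, miR-2284f -1.24 and 1.16, miR-2284g -1.30 and 1.13, miR-2285ae -1.14 and 1.13, miR-2297 -1.24 and 1.12, miR-2310 -1.33 and 1.18, miR-2312 -1.18 and 1.15, miR-2325a -1.23 and 1.19, miR-2361 -1.30 and 1.19, miR-2363 -1.15 and 1.10, miR-2423 -1.27 and 1.21. Turned to LPS- over LPS+, 26 of the 37 had the paper's sign and lay within 1 SD of its value, which for the undetected ones says nothing about the size of a change. Of the alternatives set before the data were examined, quantile normalization brought miR-143, miR-412 and miR-1814a within the paper's value, normexp miR-143, the authors' table miR-3431-3p, and the slide as a block miR-16b-5p, miR-379-3p, miR-2284d, miR-2343, miR-2454-3p, miR-3431-3p and miR-6523b. Leaving out cow 0036 or 1076 did so for miR-143 and miR-2308, cow 8027 or 9040 for miR-143 and miR-3431-3p, and cow 1024 for miR-143. No other such alternative did, and miR-34a (-1.19 here) had the paper's sign in the main setting, but was higher in LPS+ in 5 of 6 cows, with a ratio of 1.18 without cow 9066, 1.19 in the authors' table and -6.18 with the slide as a block (adjusted p = 1.4e-06 from limma). The ratio the paper prints for miR-2388-5p is not set beside a value here.

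The negative control reference, chosen after seeing the values, gave the paper's sign to 27 of the 37, none of them among the 9 listed as higher, and so drops 10. In the authors' table with each probe tested on its own by an ordinary paired test, also chosen after seeing the values, all 37 miRNAs had a probe among the 39 of smallest p, and for 36 of the 37 its fold size rounds to the paper's, all 37 with the opposite sign. At a Storey q up to 0.05 that setting called 16 miRNA names, with 515 of 2561 probes at an unadjusted p under 0.05 and 0 after Benjamini-Hochberg adjustment. Of these best probes, 34 were detected on no array. Figure 1 classes the cows by LPS status, while the clustering here left the LPS- arrays of cows 8027 and 9040 with the LPS+ arrays.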

Other observations

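List values here are without a detection filter except where the 77 detected miRNAs are named, and the count of splits for the DAM count by adjusted p was chosen after the result was seen. The miR-2284 and miR-2285 family, a large family of ruminant miRNAs, had 60 of 62 members with a higher mean in LPS+ MF. camera called it higher (adjusted p = 2.6e-07, and adjusted p = 0.88 with an estimated correlation), with 2 members detected on any array and a median difference of 0.16, below the 0.36 of the negative control spots. Of the LPS and NF-kB responsive miRNAs, 13 of 17 had higher means (camera adjusted p = 0.63). The medians were 0.11 for this list, 0.21 for miR-17 and its clusters, 0.22 for blood and plasma, 0.11 for nervous tissue, 0.07 for the DLK1-DIO3 cluster and 0.05 for the let-7 family, also below 0.36, and 515 of all 786 bovine miRNAs had higher means. Among the LPS and NF-kB responsive miRNAs, and looked up after the values were seen, miR-221, at -0.29 ± 0.18 log2 (SD, n = 6 cows) in LPS- and 0.12 ± 0.32 in LPS+, was higher in 5 of 6 cows (adjusted p = 0.24 from limma), and miR-222, of the same cluster, in 4 of 6. miR-221 was detected on 1 array and miR-222 on 2. Of the 4 members with lower means, miR-155 was detected on 5 arrays and miR-125b on 4. They differed by -0.78 (-0.49 without cow 0036) and -0.88 (-0.37 without cow 9066). miR-17 and its paralogous clusters had 13 of 15 members with higher means (camera adjusted p = 0.63), and 12 of the 15 were detected on at least 1 array.

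Of miRNAs of other tissues, those of blood and plasma had 9 of 11 members with higher means, of nervous tissue 11 of 14, and of muscle and heart 4 of 8 (camera adjusted p of 0.72, 0.72 and 0.48). The endothelial and stromal list had 9 of 15 members with lower means, and 13 of the 15 were detected on at least 1 array (camera adjusted p = 0.059). The let-7 family had 6 of 10 members with higher means and the DLK1-DIO3 cluster 38 of 57 (camera adjusted p of 0.57 and 0.63). Table 1 as a list, chosen by the study on these samples and so no independent evidence, was called higher (camera adjusted p = 7.7e-04, and adjusted p = 0.88 with an estimated correlation). Of the 77 detected miRNAs, the DLK1-DIO3 members miR-494 and miR-665 had lower means (camera adjusted p = 0.61, adjusted p = 0.78 with an estimated correlation, fry adjusted p = 0.58, and 0.0058 without cows 8027, 9040 and 9066, left out after the data were seen).

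Of the 32 swaps of status within cows, the real one included, all 32 gave a DAM count of at least the real 0 by adjusted p (highest other 0), all 31 with a q-value did by Storey q (real 0, highest other 77, every miRNA tested, with cow 9066 swapped and 0 by adjusted p, a structure of the arrays whose cause was not tested), and all 32 did for the list tests over the 77 detected miRNAs (real 0, highest other 1). Every swap reaches a count of 0, so these comparisons say nothing about chance. The count of Table 1 miRNAs past the test, 12, was reached by 1 of 32, the real one (highest other 3), but the list was chosen on the real order, so this does not decide. In the authors' table 515 probes had an unadjusted p under 0.05 in a paired test, reached by 1 of 32, the real one (highest other 444, with cow 8027 swapped, whose arrays lie on slides 3 and 4). There the LPS- column of cow 9066 is most like the LPS- array of cow 1076 (Pearson r = 0.98). The LPS- arrays of cows 0036 and 1024 reach 0.96, so this need not be the same array. Whether it favours orders that keep cows 9066 and 1076 together, the real one among them, was not tested. LPS status and slide also coincide within every cow but 9066, so this count does not decide either.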
